A study of Mus musculus with 3 samples. Its data were reported in "CDK6 kinase inhibition unmasks metabolic dependencies in BCR::ABL1+ leukemia" (2025).

How the data were processed

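ATAC-seq had been done on 4 mouse BCR-ABL(p185) pre/pro-B-cell lines, and the processed data were 4 lists of peaks. According to the methods of the study, the authors trimmed reads with Trimmomatic and mapped them to the mm10 build with bwa-mem. They removed blacklisted regions, reads with several positions and mappings of low quality. They called peaks with MACS2, and each library has a list of its own. The methods name no control and no pooling of replicates before peak calling. The deposited fold enrichment of each peak is the authors' ratio of the signal at the summit to the background of the same library. The authors also gave -log10 p and -log10 q of each peak, adjusted within its library. These values belong to single lists, and were used to describe, rank and filter peaks within a list. No test between libraries used them. Reads were not analysed here.

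Groups were taken from the sample labels for 3 libraries. The list without a sample was put in the wildtype group because the series' design text names 2 lines per genotype. It says that the first wildtype line, deposited earlier, was reanalysed. A batch difference between that library and the others was not tested. Replicate numbers mark lines and do not pair them across genotypes. The CDK6 binding and expression data of the study were not analysed here.

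Peak lists give no read totals, so the depth of a library is known only through the values of MACS2. The summit pileup and the background of each peak were recovered from its fold enrichment and -log10 p, which MACS2 derives from these counts by a Poisson model. The recovery succeeded for 100% of the peaks in each list. The recovered genome-wide background was 65.3 read ends per 10 kb in WT unnumbered, 56.7 in WT replicate 2, 55.1 in K43M replicate 1 and 48.4 in K43M replicate 2. Median summit pileups were 26, 23, 23 and 22. No peak lay past a chromosome end of GRCm38, and no peaks of a list overlapped each other. Each list had 2 peaks on the mitochondrial sequence and between 57 and 74 on unplaced sequences.

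The main comparisons used peak positions alone. Similarity of lists was the Jaccard index in bases. Its mean within genotypes minus its mean between genotypes was tested by exact permutation over the 3 splits of the 4 libraries into pairs, one-sided. Open regions of a genotype followed the rule of the study's methods: overlapping peaks of the replicates (1 bp minimum) were merged and regions with a peak in only 1 replicate dropped. Strictly genotype-only regions had a peak in both lists of 1 genotype and in neither list of the other. The mixed pairings of the libraries, each with 1 wildtype and 1 K43M library per pair, gave the counts that differences between lines produce. Where a library was left out, the other library stood alone for its genotype.

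Promoter windows began 2000 bp before and ended 200 bp after every transcription start in GENCODE mouse release 21, an annotation of the same build as the lists and later than the one the authors used. Electron transport chain genes were protein-coding genes chosen by symbol (*Nduf*, *Sdh*, *Uqcr*, *Cyc1*, *Cox4* to *Cox8*, *Atp5*). Shares carry 95% Wilson intervals. Region classes were compared by two-sided Fisher exact tests and genes by two-sided exact McNemar tests. Regions and genes are not replicates, so these tests describe the libraries at hand.

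Motifs were searched on both strands within 100 bp of each summit in the GRCm38 sequence. The patterns were GCGCATGCGC with at most 1 mismatch for NRF-1, CCGGAAGT for ETS, GGGGCGGGG for SP1, CCAATCA or CCAATGA for NFY, CCASYAGRKGGCRS for CTCF and TGASTCA for AP-1, where S, Y, R and K stand for pairs of bases in the standard code. The background was the sequence 1000 bp away. A window with the same number of G and C outside peaks, used as another background, was found for 94.6% of the regions.

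The named genes followed a rule: a fixed panel of genes, the electron transport chain genes without a promoter peak in at least 1 list, and for each genotype the 5 strictly genotype-only regions with the best rank. Of the panel, 15 genes are given and 1 is not reported here. The rank of a region was the worse of its within-list percentiles by -log10 q. The comparisons, this rule and the alternatives were fixed before the data were examined, except where a choice is said to come later. The alternatives changed the peak threshold, the number of peaks used, the overlap required, the sequences included, the libraries included, the promoter window, the transcripts, the distance from the summit, the motif background and the mismatches allowed.

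The code was tested on simulated data. All 20000 simulated regions were recovered with the right membership of lists, and 100% of 2963 simulated summit pileups were recovered exactly. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9, and samtools 1.23.1.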

Results

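Open chromatin was profiled by ATAC-seq, in which a transposase inserts sequencing adapters where DNA is accessible. The cells were mouse pre/pro-B-cell lines made by retroviral transduction of bone marrow with the BCR-ABL(p185) oncogene. The donor mice carried either wildtype *Cdk6* or the kinase-inactive K43M allele on both copies (*Cdk6*^+/+ and *Cdk6*^KM/KM). There were 4 libraries, 1 per line and 2 per genotype. WT replicate 2, K43M replicate 1 and K43M replicate 2 carry their genotype in their own labels. The other list belongs to no labelled sample and was taken as the other wildtype line from the series' design text. It is called WT unnumbered here, and the region counts, overlaps, similarity and gene counts without it are given below. Promoter shares, CpG content and motifs were not recomputed without it.

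The lists held 33038 peaks in WT unnumbered, 34248 in WT replicate 2, 39038 in K43M replicate 1 and 34752 in K43M replicate 2. They covered 17.7, 17.4, 19.8 and 17.2 Mb of the GRCm38 genome. The mean was 33643 peaks in the wildtype lists, which differed by 1210, and 36895 in the K43M lists, which differed by 4286. The difference between the genotypes was thus smaller than that between the K43M lists. The median peak width was 419, 394, 389 and 397 bp in the same order. The median fold enrichment, the authors' own value for each peak, was 6.94, 6.71, 6.76 and 6.61.

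A panel of 15 genes gave a first view of the lists. *Cdk6*, *Cdk4*, *Slc2a3*, *Nrf1*, *Cdkn2a*, *Stat3*, *Abl1*, *Bcr* and the B-cell genes *Pax5*, *Ebf1* and *Cd79a* had a promoter peak in all 4 lists. *Slc2a3*, *Cdkn2a* and *Bcr* had 2 promoter peaks in each K43M list and 1 in each wildtype list, and no panel gene had the reverse. Peak strength was not compared between lists. Of the genes of other tissues, *Alb*, *Myh6* and *Ins2* had none in any list. *Gfap* had 1, in WT replicate 2, with a fold enrichment of 5.56 at percentile 19.4 of that list by -log10 q.

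The first comparison asked whether lines of the same genotype shared more open chromatin than lines of different genotypes. The Jaccard index, the bases that both lists cover over the bases that either covers, was 0.645 between the wildtype lists and 0.625 between the K43M lists. Across genotypes it was 0.571 and 0.549 for WT unnumbered against K43M replicates 1 and 2, and 0.577 and 0.565 for WT replicate 2 against the same lists. The mean within genotypes exceeded the mean between them by 0.0696. Both mixed pairings of the libraries gave negative values, -0.0312 and -0.0383. The values of the 3 splits offset each other by construction. The mixed values must thus be negative on average once the genotype value is positive, and are no independent reference. In the exact permutation test over the 3 splits into pairs, only the genotype split gave a value as large, with a one-sided p of 0.333, the smallest that 4 libraries allow. The alternative that moved the excess most was leaving out K43M replicate 1, which raised it to 0.0884. Without WT unnumbered it was 0.0541.

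The next comparison asked whether chromatin open in wildtype cells was also open in K43M cells. Open regions of a genotype were the merged peaks of its lists that had a peak in both. There were 26188 in wildtype and 28702 in K43M cells. Of the wildtype regions, 21254 (81.2%) overlapped an open region of K43M cells. Of the K43M regions, 21287 (74.2%) overlapped an open region of wildtype cells. The remaining 4934 wildtype and 7415 K43M regions are called unmatched. A peak in 1 library of the other genotype lay in 2635 and 3520 of them. The genotype pairing had 12349 unmatched regions in all, against 7691 and 7613 in the mixed pairings. Leaving out K43M replicate 2, so that 1 list stood for K43M, moved the overlapped share of K43M regions most, to 61.2%, and that of wildtype regions was then 88.5%. Unmatched regions then numbered 3024 and 15151. Without WT unnumbered the shares were 71.1% and 81.6%, with 9903 and 5277 unmatched regions.

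Merging the peaks of the 4 lists gave 50965 regions, of which 21012 (41.2%) had a peak in every list and 14618 in 1 list. A peak in both lists of 1 genotype and in neither list of the other marked 2299 regions as strictly WT-only and 3895 as strictly K43M-only. The mixed pairings gave 1026 and 538 strictly pair-only regions in the pairing of WT unnumbered with K43M replicate 1, and 400 and 1077 in the pairing with K43M replicate 2. The genotype pairing thus had 6194 such regions, against 1564 and 1477. In the exact permutation test, 1 of 3 splits gave as many, a one-sided p of 0.333 and again the smallest possible. Strictly K43M-only regions outnumbered strictly WT-only ones 1.69 to 1. With the same number of peaks in each list, 33038, the counts were 2976 and 2745, a ratio of 1.08. Taking the best 20000 peaks of each list moved the K43M count most among the settings that kept all libraries, to 1666, beside 1553 WT-only regions. Without WT unnumbered, when 1 list stood for wildtype and the definition favoured it by construction, the order changed to 5559 WT-only and 5277 K43M-only regions. Without K43M replicate 1 the counts were 4251 and 7229, without K43M replicate 2 they were 3024 and 9433, and without WT replicate 2 they were 5487 and 6057.

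**Figure D1:**
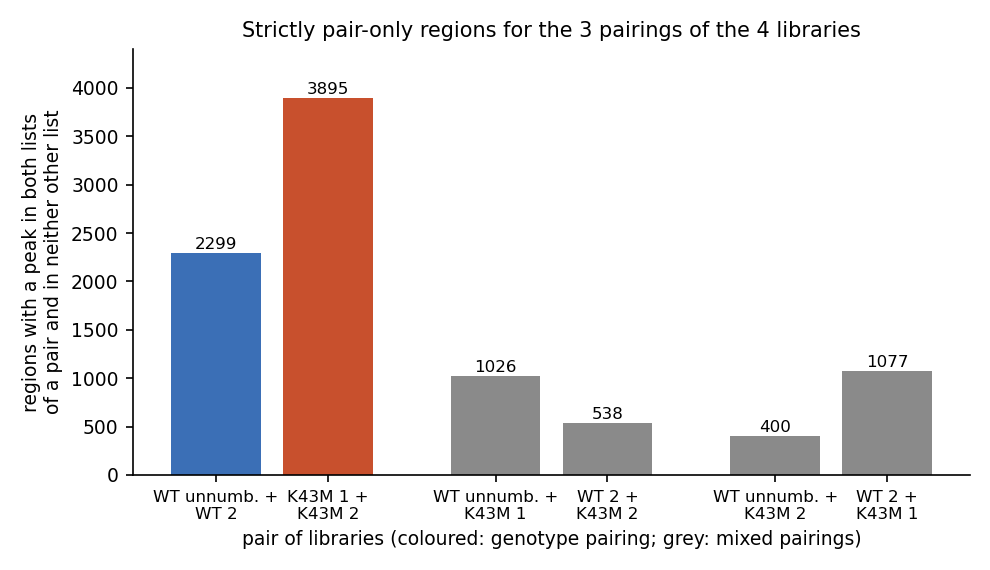
Number of regions (vertical axis) with a peak in both lists of a pair and in neither list of the other pair, for each pair of libraries (horizontal axis). The coloured bars are the genotype pairing, 2299 and 3895 regions, and the grey bars the mixed pairings, from 400 to 1077.

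Most strictly genotype-only regions stood low in their own lists. Each region was given the worse of its percentiles by -log10 q in the lists that held it. The median was 18.9 for strictly WT-only and 21.1 for strictly K43M-only regions. It was 57.1 for regions with a peak in all 4 lists, for which the worst of 4 percentiles was taken. Both peaks lay in the upper 50% of their lists in 205 (8.92%) strictly WT-only and 448 (11.5%) strictly K43M-only regions. These 653 regions compared with 7 and 13 in the mixed pairings.

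The position of these regions relative to genes was compared next. A promoter window began 2000 bp before an annotated transcription start and ended 200 bp after it. Intervals are 95% Wilson intervals and cover counting error over regions only. Promoters were overlapped by 46.0% of wildtype and 44.9% of K43M open regions. The share was 52.8% (52.1 to 53.4) in regions open in both genotypes. It was 18.4% (17.3 to 19.5) in unmatched wildtype regions and 23.5% (22.5 to 24.5) in unmatched K43M regions. Among strictly WT-only regions 364 (15.8%, 14.4 to 17.4) lay at promoters, and among strictly K43M-only regions 954 (24.5%, 23.2 to 25.9). The odds ratio of K43M-only to WT-only was 1.72 (two-sided Fisher exact test, p = 3.57e-16). Regions are not replicates, so this p describes these libraries. The mixed pairings gave odds ratios of 0.832 (p = 0.199) and 0.816 (p = 0.184) in the same exact test. These compare the pair without WT unnumbered to the pair with it. That order is arbitrary, so the side of 1 on which they lie has no meaning. For unmatched regions the odds ratio of K43M to wildtype was 1.36 (exact test, p = 1.14e-11). There the mixed pairings gave 0.789 (p = 3.32e-05) and 0.777 (p = 2.32e-05) in the exact test, in the same arbitrary order. The promoter shares were 22.7% with WT unnumbered and 18.8% without it in 1 mixed pairing, and 23.5% and 19.3% in the other. Unmatched regions thus differed between mixed pairs as well. The alternative that moved the odds ratio of strict regions most was a window of 500 bp on either side of the start, with 2.06. With the same number of peaks in each list it was 1.66. Sequence composition at these promoters also differed. A CpG-rich sequence (within 500 bp of the summit over 50% G and C and over 0.6 times the CpG that the bases would give) surrounded 36.1% of the strictly K43M-only and 10.4% of the strictly WT-only promoter summits. The gap was 25.6 points here, and 21.2 and 8.07 points in the mixed pairings.

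**Figure D2:**
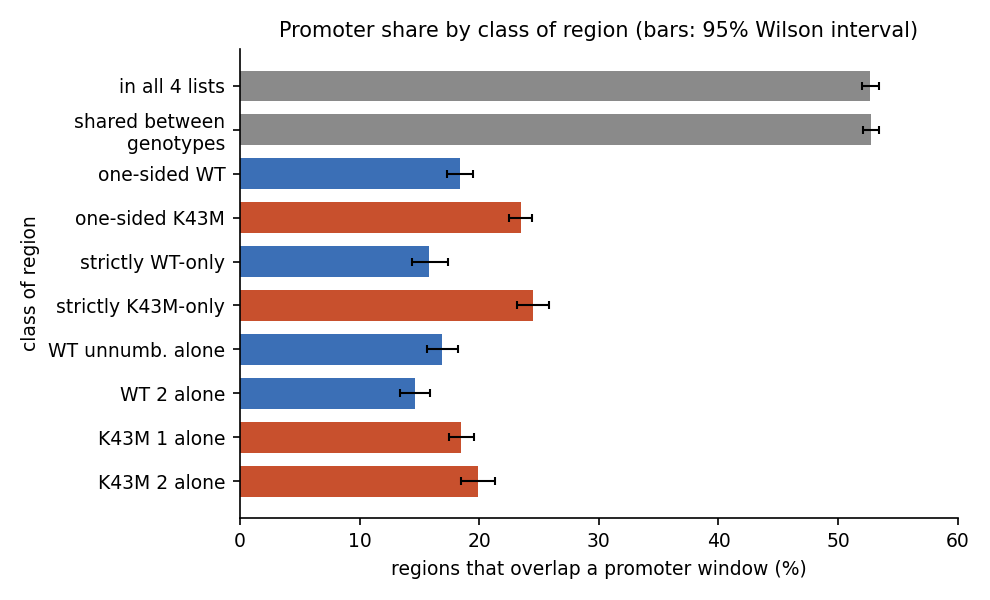
Share of regions that overlap a promoter window, in percent (horizontal axis), by class of region (vertical axis), with 95% Wilson intervals. Regions open in all lists lie at 52.7%, strictly WT-only regions at 15.8%, strictly K43M-only regions at 24.5% and regions of single lists between 14.6% and 19.9%.

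Strictly WT-only regions were unevenly spread over the chromosomes. Per 100 regions with a peak in all 4 lists there were 17.2 on chromosome 12, 21.4 on chromosome 13 and 23.6 on chromosome 18. The other chromosomes had between 6.38 and 13.5. Strictly K43M-only regions numbered 16.0, 12.2 and 12.4 per 100 on the same chromosomes. These 3 chromosomes were singled out after their values were seen. Without them, 1835 strictly WT-only and 3589 strictly K43M-only regions were left, and the odds ratio for promoters was 1.76.

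**Figure D3:**
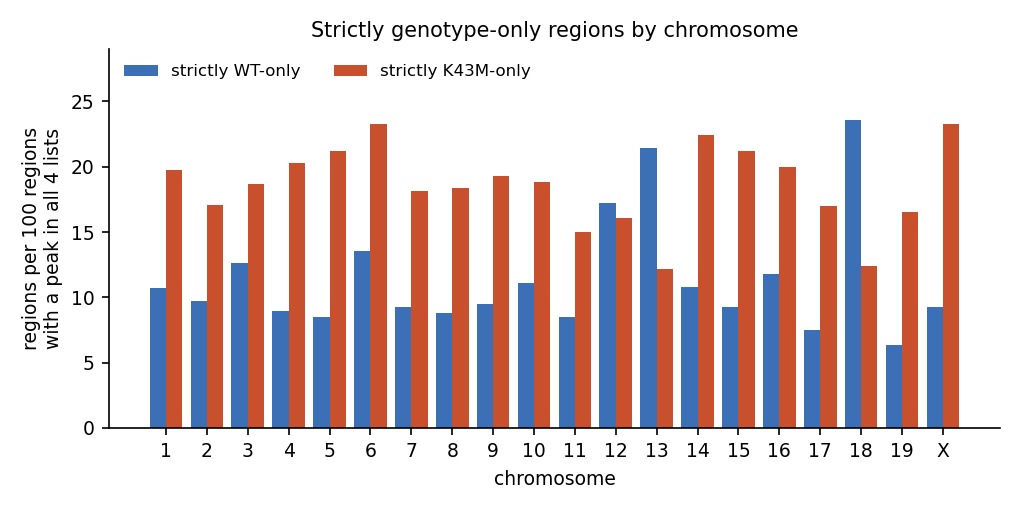
Strictly WT-only and strictly K43M-only regions per 100 regions with a peak in all 4 lists (vertical axis) on each chromosome (horizontal axis). The WT-only bars of chromosomes 12, 13 and 18 reach 17.2, 21.4 and 23.6 and lie above those of every other chromosome.

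For each genotype the 5 strictly genotype-only regions with the best worse percentile were examined, with positions in GRCm38. The first wildtype region lay in an intron of *Arpp21* (chromosome 9, 112207721 to 112208442), with fold enrichments of 17.5 and 16.0 in the wildtype lists and a worse percentile of 96.1. It was followed by the promoter of *Zfp345* (chromosome 2, 150484780 to 150485678; percentile 91.4). An exon of 1700011B04Rik came next (chromosome 13, 35189022 to 35189724; percentile 88.3), on a chromosome with an excess of such regions. The promoter of *Zfp951* (chromosome 5, 104859496 to 104860500; percentile 88.1) had a K43M peak 134 bp away. The last, in the promoter window of the pseudogene *Olfr647-ps1* (chromosome 7, 104169606 to 104170287), stood at percentile 87.2.

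The first K43M region lay at the promoter of *Pgbd5* (chromosome 8, 124434130 to 124434917), with fold enrichments of 16.5 and 14.9 in the K43M lists and a worse percentile of 97.8. An intergenic region on chromosome 6 (105136996 to 105137759; percentile 94.8) was 72238 bp from the nearest annotated start, that of the pseudogene Gm5315. The promoter of *Gk5* (chromosome 9, 96119064 to 96119745) reached percentile 94.0, and that of *Man1c1* (chromosome 4, 134703928 to 134704670) 90.6. The remaining region, at percentile 92.5, lay on chromosome 4 from 89294402 to 89295610, at the upstream promoter of *Cdkn2a*. Its fold enrichments were 9.89 and 10.0 in the K43M lists. The nearest wildtype peak, in WT replicate 2, was 781 bp away, with a fold enrichment of 5.0 at percentile 11.3 of its list. The downstream promoter of *Cdkn2a*, whose transcript starts at 89282192, had a peak in all 4 lists, so the gene counted as open in every library.

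**Figure D4:**
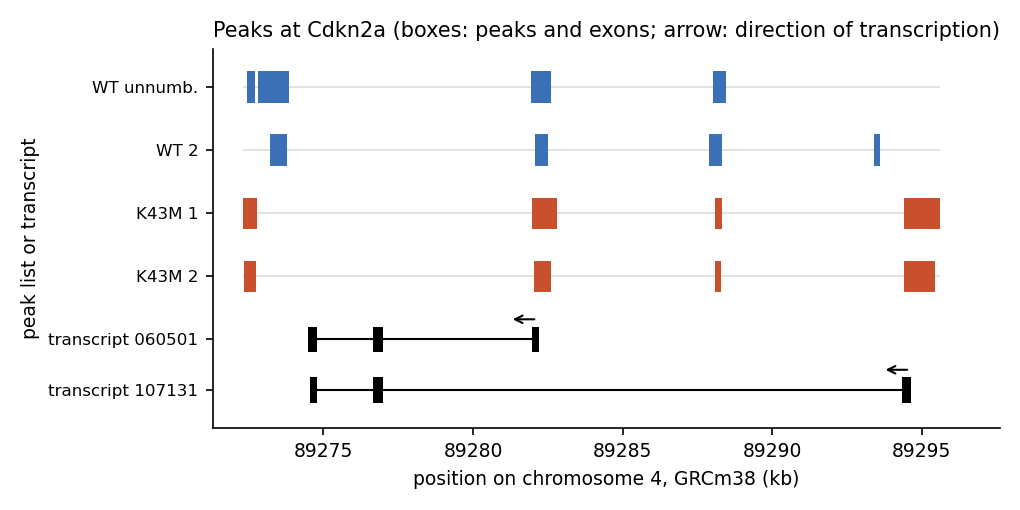
Peaks of the 4 lists (boxes) and exons of the *Cdkn2a* transcripts along chromosome 4, with position in kb on the horizontal axis and peak list or transcript on the vertical axis. The box at the upstream start, from 89294402 to 89295610 bp, is present in the K43M lists and in neither wildtype list.

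The study asks how kinase-inactive CDK6 affects genes of oxidative phosphorylation, so promoters of 86 protein-coding genes of the electron transport chain and ATP synthase were compared with those of 21942 other protein-coding genes. A promoter peak was present for 79 of the 86 genes in each wildtype list and for 78 in each K43M list. In all 4 lists it was present for 78 genes (90.7%, 82.7 to 95.2), against 47.3% of the other genes. The gene that differed was *Cox6a2*, with a promoter peak in both wildtype lists and in neither K43M list (1 against 0 genes). The two-sided exact McNemar test gave p = 1, the only value that 1 differing gene allows, so it decides nothing. With the window of 500 bp on either side, the alternative that moved the count of differing genes, it was 0. Presence of a peak does not measure its strength, so a graded change at these promoters would not show here. No list had a promoter peak for *Cox4i2*, *Cox6b2*, *Cox7b*, *Cox7b2*, *Cox8b*, *Cox8c* and 1 of the gene entries named *Atp5o*. Among the other genes, 112 had a promoter peak in both wildtype lists only and 439 in both K43M lists only (two-sided exact McNemar test, p = 1.01e-46). The mixed pairings gave 59 against 34 genes (p = 0.0124) and 24 against 51 (p = 0.00244) in the same exact test. With the same number of peaks in each list the counts were 141 and 340. Without WT unnumbered they were 195 and 638, without WT replicate 2 they were 218 and 625, without K43M replicate 1 they were 253 and 617, and without K43M replicate 2 they were 150 and 767.

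The study names binding motifs of several transcription factors in regions of open chromatin bound by CDK6, so 6 motifs were counted within 100 bp of the summits of 33245 open regions. Sequence 1000 bp away served as background. In regions open in both genotypes, the NRF-1 motif was found in 6.28% (5.95 to 6.61; background 0.273%), the ETS motif in 4.50% (background 0.215%) and the SP1 motif in 10.8% (background 1.02%). The NFY motif was found in 9.76% (background 3.90%). The CTCF and AP-1 motifs, which were added for comparison, were found in 2.62% (background 0.0813%) and 5.01% (background 3.12%). The odds ratio for NRF-1 over background was 24.3. Among the alternatives to it, non-promoter regions moved it most, to 4.76, while promoter regions gave 37.2. Against background of the same G and C content it was 8.99.

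Unmatched regions had fewer matches than regions open in both genotypes for NRF-1, with 0.731% in wildtype and 1.03% in K43M cells. The same held for ETS (0.751% and 0.742%), SP1 (2.01% and 3.93%) and NFY (4.79% and 5.10%). For CTCF (5.10% and 4.30%) and AP-1 (5.87% and 8.02%) the unmatched regions had more. Each motif was compared between unmatched K43M and unmatched wildtype regions by two-sided Fisher exact tests, adjusted by Benjamini-Hochberg over 18 comparisons. SP1 was more frequent in K43M regions in the exact test (odds ratio 1.99, adjusted p = 1.73e-09), as was AP-1 (odds ratio 1.40, adjusted p = 6.76e-06). By the exact test the odds ratio was 1.41 for NRF-1 (adjusted p = 0.112), 0.988 for ETS (adjusted p = 1), 1.07 for NFY (adjusted p = 0.473) and 0.838 for CTCF (adjusted p = 0.0527). Outside promoters an SP1 difference was not detected (odds ratio 0.995; exact test, adjusted p = 1). At promoters the AP-1 odds ratio was 1.16 (exact test, adjusted p = 0.485). The mixed pairings also differed. In the pairing of WT unnumbered with K43M replicate 1, AP-1 was found in 5.57% of the unmatched regions of that pair and in 9.19% of those of the other. SP1 was found there in 3.23% and 2.58%. In the pairing of WT unnumbered with K43M replicate 2, SP1 was found in 3.79% and 2.48%, and NRF-1 in 1.33% and 0.566%.

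The same motifs were then counted in strictly genotype-only regions and in regions with a peak in all 4 lists, a setting chosen after seeing the data. CTCF was found in 2.96% of strictly WT-only and 2.98% of strictly K43M-only regions, against 2.62% of regions in all 4 lists. In the exact test the odds ratios were 1.14 (adjusted p = 0.434) and 1.14 (adjusted p = 0.295), so the excess of CTCF in unmatched regions was not detected in strict ones. AP-1 was found in 5.27% of strictly WT-only regions (odds ratio to regions in all 4 lists 1.06; exact test, adjusted p = 0.652). Strictly K43M-only regions had 8.01% (odds ratio 1.65; exact test, adjusted p = 1.26e-12). Between strictly K43M-only and strictly WT-only regions the odds ratio was 2.79 for SP1 by the exact test (adjusted p = 2.12e-09).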

Values the study reported

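The study reported that 98% of the chromatin sites of wildtype CDK6 were bound by the kinase-inactive protein too. It counted 14 033 regions that CDK6 bound and that were open in cells of both genotypes. It placed more than 50% of these open regions in promoters.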

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

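The tests on chromosomes 5, 12, 13, 18 and X were chosen only after the result was seen. The fold enrichment and -log10 p columns, which no comparison between libraries used, hold a signal of their own. In each list nearly every recovered local background above the genome-wide minimum was a whole number of read ends in 10 kb. It was taken at the regions with a peak in all 4 lists and set on the log2 scale against the median over the autosomes of the same list. On chromosome 13 the median was -0.43 in K43M replicate 1 and -0.50 in K43M replicate 2, against 0.05 in WT unnumbered and -0.01 in WT replicate 2. On chromosome 18 it was -0.16 and -0.20 in the K43M lists, against 0.24 and 0.28 in the wildtype lists. The wildtype lists served as the control level. The difference between the genotypes was not tested, and it rests on 2 lines each.

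Among the 19 autosomes of its own list, chromosome 18 ranked 1 by this background in both wildtype lists, and 15 and 17 in the K43M lists. Chromosome 13 ranked 7 and 9 in the wildtype lists and 19 in both K43M lists. The lower background extended over most of each chromosome. Of 18 windows of 5 Mb on chromosome 18, 6 and 6 lay below the list's own autosomal median in the wildtype lists, and 14 and 15 in the K43M lists. Of 24 windows on chromosome 13 the numbers were 10, 12, 20 and 20. The longest run of neighbouring windows in which a K43M list lay below both wildtype lists was 19 windows on chromosome 13 in each K43M list, and 11 and 18 on chromosome 18. The same chromosomes had the most strictly WT-only regions per 100 regions open in all lists, 21.4 and 23.6.

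The tables argue against GC content as the cause of that concentration. Other autosomes within the same range of GC content had at most 13.5 strictly WT-only regions per 100. A candidate explanation is that the K43M lines carry fewer copies of chromosomes 13 and 18, or of parts of them, than the wildtype lines. It needs a lower standing of the whole chromosome at regions open in every list, and the best rank of either chromosome in a K43M list was 15 of 19. The background also stood lower away from promoters: on chromosome 18 it was -0.22 in both wildtype lists and -0.68 and -0.60 in the K43M lists. At promoters of that chromosome it was 0.84 and 0.79 in the wildtype lists and 0.36 and 0.30 in the K43M lists. The background thus varied with the kind of open region, and regions away from promoters are no measure of copies free of accessibility. A gain in the wildtype lines would give the same difference between the genotypes, but by raising the wildtype lists. On chromosome 18 the wildtype lists stood highest among the autosomes, at 0.24 and 0.28. On chromosome 13 they stood near their own median, at 0.05 and -0.01, and the K43M lists stood lowest. The usual standing of either chromosome is not known here, so a gain stays open for both. A broad change of chromatin over these chromosomes, with the genotype as a biological source, stays open too, since DNA copies were not measured.

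Chromosome 12 differed in parts. It ranked 11 and 10 in the wildtype lists and 18 in both K43M lists, but 16, 12, 17 and 19 of its 22 windows lay below the median of their own list. The differing windows were neighbours. K43M replicate 1 lay below both wildtype lists in a run of 9 windows from 75 to 120 Mb, and K43M replicate 2 in a run of 8 windows with data from 40 to 90 Mb. The runs share only the part from 75 to 90 Mb. On the autosomes other than 12, 13 and 18 the longest runs were 8 and 7 windows, but the drops there were smaller. Summed over a run, the drop below the lower wildtype list reached 3.32 and 3.82 on chromosome 12, and at most 1.26 and 1.69 on those other autosomes. It reached 9.06 and 10.58 on chromosome 13 and 4.21 and 6.91 on chromosome 18. Fewer copies of partly different stretches in each K43M line are a candidate explanation, with the rank of 18 in both K43M lists. A gain in the wildtype lines and a broad change of chromatin stay open, as for the other chromosomes.

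Chromosomes also differed between lines of 1 genotype. On chromosome 5 the median was 0.18 and -0.02 in the wildtype lists and 0.38 and 0.10 in the K43M lists. On chromosome X it was -0.27, -0.32, -0.34 and -0.15 in the same order. Of 18 windows on X from 70 Mb on, 3, 3, 3 and 13 lay above the list's own autosomal median, and K43M replicate 2 was the highest list in 16.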

How the results depend on the processing

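The test without chromosomes 12, 13 and 18 and the motif counts in strictly genotype-only regions were chosen after seeing the data; the other settings were not. In all, 53 results were recomputed under 22 settings, which gave 315 values. Of these 236 were classed as unchanged, 61 as moved and 10 as having lost significance. Another 8 changed side, 1 of them past the threshold. The classes were looser for counts than for shares. Open wildtype regions rose from 26188 to 34248 without WT unnumbered and were classed as unchanged. The overlapped share of K43M regions went from 74.2% to 75.4% at -log10 q of at least 5 and was classed as moved. The excess of similarity within genotypes ranged from 0.0541 to 0.0884 over the fits that each left out 1 library, and from 0.0680 to 0.0702 otherwise. No paired analysis was possible because the labels share only replicate number 2 between the genotypes and the results are overlaps of peak lists.

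Leaving out a library leaves 1 list for its genotype, which makes the definition of an open region looser by construction. Over the fits that each left out 1 library, the overlapped share ranged from 70.8% to 88.5% for wildtype and from 61.2% to 81.6% for K43M regions. Unmatched regions ranged from 3024 to 9903 and from 5277 to 15151. Strictly WT-only regions ranged from 3024 to 5559 and strictly K43M-only regions from 5277 to 9433. WT-only regions were the more numerous only without WT unnumbered, with 5559 against 5277. Among other protein-coding genes, 47.5% to 48.2% were open in every list, 150 to 253 in wildtype lists only and 617 to 767 in K43M lists only.

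Part of the difference between genotypes went with the length of the lists, whose cause stays open. With the same number of peaks in each list the overlapped shares were 78.8% and 77.4%, and the strict counts 2745 and 2976. With the best 20000 peaks there were 16741 and 16681 open regions, 3210 and 3159 unmatched regions and 1666 strictly K43M-only regions, fewer by construction, and 81.1% of K43M regions were overlapped. The mixed pairings then had 674 and 597 strictly pair-only regions. At -log10 q of at least 5, 75.4% of K43M regions were overlapped; the cause was not tested. Counting a region as unmatched only when neither library of the other genotype had a peak left 2299 and 3895 regions and raised the shares to 91.2% and 86.4%, by construction. Without chromosomes 12, 13 and 18 the overlapped share of wildtype regions was 82.4%, since these chromosomes held an excess of unmatched regions.

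Promoter shares moved with the definition of a promoter. With 500 bp on either side they were 50.0% for regions open in both genotypes, 50.0% for regions in all 4 lists, 13.5% and 19.6% for unmatched and 11.3% and 20.8% for strict regions, wildtype first. With protein-coding transcripts they were 46.2%, 46.2%, 10.6%, 15.4%, 8.57% and 15.7% in that order. Fewer transcripts lower the shares by construction. For the 500 bp window, which reaches further past the start than the first one, the cause was not tested. With equal lists the shares of regions open in both genotypes and in all lists were 54.0% and 54.0%, and at -log10 q of at least 5 they were 55.8% and 55.8%, with 20.4% for unmatched wildtype regions; the cause was not tested. The odds ratio of strictly K43M-only to strictly WT-only regions stayed past its threshold in every setting tried, from 1.59 to 2.06. Of the other genes, 46.2% were open in every list with the window of 500 bp and 46.2% at -log10 q of at least 5, the latter with fewer peaks by construction and the former with its cause not tested. The number of electron transport chain genes open in 1 genotype only was 0 with that window.

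Splitting regions by position changed the motif results most. Outside promoters, unmatched against shared regions lost significance for ETS in wildtype (odds ratio 0.789), NFY in wildtype (0.969) and K43M (0.955), and CTCF in wildtype (1.21) and K43M (1.04). AP-1 in wildtype against shared regions reversed there to 0.778 past the threshold (exact test, adjusted p = 0.00484). The other changes of side did not pass it. K43M against wildtype moved to the other side of 1 in the exact test outside promoters for SP1 (0.995, adjusted p = 1) and NFY (0.986, adjusted p = 0.935), and at promoters for ETS (1.90, adjusted p = 0.151). At promoters AP-1 in shared regions had an odds ratio of 0.882 over background, with an interval from 0.750 to 1.04, and its difference between genotypes was lost (1.16). In strictly genotype-only regions K43M against wildtype changed side in the exact test for NFY (0.914, adjusted p = 0.536) and CTCF (1.01, adjusted p = 1). There the comparison with regions in all 4 lists lost significance for CTCF in wildtype (1.14) and K43M (1.14) and for AP-1 in wildtype (1.06). With 50 bp around the summit ETS was 1.08 between genotypes (exact test, adjusted p = 0.890) and AP-1 in wildtype against shared regions was 1.16, no longer past the threshold. The cause was not tested for these changes.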

Other observations

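The tests on the ratio of strict counts, on CpG-rich promoters, on zinc finger genes, on *Cdkn2a*, on AP-1 and on regions in the upper 50% of their lists were chosen only after the result was seen.

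The lists differed in length, and sequencing depth or background level was weighed first. The list with the higher genome-wide background had more peaks in 1 of the 6 pairs of lists, where greater depth alone would need more. That pair was the K43M lists, and the other 5 pairs go the opposite way. In every pair of a wildtype and a K43M list, the K43M list had the lower background and more peaks. If the background follows the read total, this argues against greater depth alone as the cause of the longer K43M lists. A higher background that lowers the number of called peaks stays open, and its part in the length of the lists was not tested. The excess of strictly K43M-only regions could reflect the longer peak list of K43M replicate 1. With the same number of peaks in each list the ratio fell from 1.69 to 1.08. Equal lists draw this ratio toward equality whatever made them differ in length. The fall thus cannot tell an effect of list length from a real gain of open regions. Leaving out a list tests nothing here, because the genotype left with 1 list gains regions by construction: the ratio was 1.70 and 3.12 without a K43M list and 0.949 and 1.10 without a wildtype list.

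Regions open in 1 genotype only could arise at the threshold of peak calling. For the 653 regions with both peaks in the upper 50% of their lists, the tables argue against calls lost at random near the threshold, since the mixed pairings had 7 and 13. For the other 5541 regions, which compare with 1557 and 1464 in the mixed pairings, a small difference that crosses the threshold and a large one cannot be told apart. Line-to-line differences also stay open, as does a batch difference of WT unnumbered. Of the 3 splits of the 4 libraries, 1 gave as many strictly pair-only regions, the genotype split itself, and 2 lines per genotype allow no smaller share. A difference owing to the kinase stays among the open explanations, untested.

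Strictly K43M-only promoters were CpG-rich in 36.1% and strictly WT-only promoters in 10.4%, against 66.8% of promoters in all 4 lists. Line-to-line differences may account for part of this gap of 25.6 points. In the mixed pairing of WT unnumbered with K43M replicate 2 the sides differed by 21.2 points (31.6% of 76 and 10.4% of 173 regions). In the other mixed pairing they differed by only 8.07 points. A GC content bias of the K43M libraries cannot be told apart. CpG-rich promoters in all lists stood 18.7 to 20.8 percentiles above other promoters in their own lists, with 20.8 in K43M replicate 2 and 20.6 in WT unnumbered, but promoters with a peak in every list are far from the threshold.

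The unmatched K43M regions had more AP-1 motifs than the unmatched wildtype regions, 8.02% against 5.87%. Line-to-line differences are a candidate explanation, since the highest share in a mixed pairing was 9.19%. Every pair that held WT unnumbered had a share between 5.57% and 5.87%, and every pair without it had between 8.02% and 9.19%, whatever the genotypes. The line taken for WT unnumbered was deposited earlier, so a batch difference of this library cannot be told apart from a difference of its line.

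The *Cdkn2a* region in the K43M lists was tested for a deletion of the locus in the wildtype lines. Wildtype lists had peaks on both sides, at most 14882 bp away, and at the downstream promoter of the gene, which argues against loss of the locus. The nearest peaks after the region were as far away in the K43M lists, 14876 and 14880 bp. A deletion that removed only the stretch without wildtype peaks stays open. A difference between lines that arose in culture and one owing to the kinase stay open as well, both untested.

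Of the 5 best-ranked strictly WT-only regions, 2 lay at promoters of zinc finger genes. The tables argue against zinc finger promoters as a class being open in the wildtype lines only. Of 469 such genes, 343 and 351 had a promoter peak in the wildtype lists and 361 and 355 in the K43M lists. They made up 2.47% (1.31 to 4.63) of the strictly WT-only promoter regions, 1.05% (0.570 to 1.92) of the strictly K43M-only ones and 3.18% of those in all 4 lists. Why a few of them differed stays open.

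The lists had 12, 12, 12 and 10 peaks on chromosome Y, in the order WT unnumbered, WT replicate 2, K43M replicate 1 and K43M replicate 2. All but 2, 2, 4 and 2 of them lay in its last Mb, part of which is shared with chromosome X. The remaining peaks are too few to tell the sex of the donor mouse. A scan for a deletion in single lines found 1 window of 200 kb without a peak in 1 list and with at least 4 in each other list, on chromosome 5 from 15.6 to 15.8 Mb in K43M replicate 2. Whether this window is a deletion in that line cannot be told apart from a chance gap. In *Abl1* and *Bcr*, parts of which the retroviral vector carries, 5 of 55 peaks in the 4 lists overlapped a coding exon. None lay on the last coding exon of *Abl1*. Which exons the vector carries was not checked, and an exon outside it could show no reads from it. Reads from the BCR::ABL1 cDNA would raise signal on coding exons, and too few copies to give a peak cannot be excluded by these lists. No biological explanation was tested for these observations.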
